A study of Mus musculus with 69 samples. Its data were reported in "Derepression of a single microRNA target causes female infertility in mice" (2026).

How the data were processed

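RNA sequencing libraries from pituitary, hypothalamus and ovary of female mice were compared between 3 genotypes. WT mice carry the normal Zeb1 gene. In Zeb1_200H mice 1 allele, and in Zeb1_200M mice each allele, carries base changes in the 3′ UTR that remove the sites bound by miR-200a and miR-200b, a microRNA family that lowers Zeb1. The 2 cohorts were young virgin females aged 8 to 12 weeks and older females aged 28 to 36 weeks that had been through a breeding trial, all staged for proestrus. The 69 libraries fall into 18 groups by cohort, tissue and genotype, taken from the sample labels. A library is named here by its group and replicate number, and the 1 young WT pituitary library whose count column carries no usable number is called replicate u.

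The authors deposited 18 tables, 1 for each pair of genotypes in each tissue and cohort. Each holds raw counts per gene and library together with the log2 fold change, the p-value and the adjusted p-value of the authors' own DESeq2 test. Reads were aligned by the authors with STAR to mm10, which is GRCm38. In older pituitary and hypothalamus the authors assigned reads to Ensembl genes with htseq-count without regard to strand. The older ovary reads were assigned with featureCounts, also unstranded, to GENCODE genes. The young libraries were made from ribosomal-RNA-depleted, stranded RNA, sequenced from both ends and counted with featureCounts on the reverse strand. The older libraries were made from poly(A) RNA, carry no strand information and were sequenced from 1 end. Cohort therefore goes together with age, breeding history, library chemistry and sequencing, and outside ovary also with counting tool and annotation, and no comparison of cohorts can separate these.

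Only the deposited counts were used for the tests below. The tables hold 49585 gene IDs for older pituitary and hypothalamus and 55401 for the other tissues and cohorts. Where the counts of a library occur in 2 tables, as for 66 libraries, 0 genes differed between the tables. The 3 WT count columns of 1 young pituitary table, whose header repeats a name, were not used. Symbols come from the 1 deposited table that pairs IDs with symbols and from a table of gene names, which together named 99.54% of 55964 IDs. Coordinates, transcript lengths and UTRs are those of GENCODE M21 on GRCm38. Each library was checked for sex by Xist, which was at 706 counts per 1e+06 counts (CPM) or more in all 69, and by 4 genes of the Y chromosome, which reached at most 0.575 CPM. Among the 99 pairs of libraries within a group none was a copy of another, as the chi-square statistic per degree of freedom between their counts was 1.87 or higher. CPM values use TMM factors over all libraries of a tissue and cohort, and are given as mean ± SD.

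Changed genes were tested with edgeR 4.0.16 (R 4.3.3, limma 3.58.1) by the quasi-likelihood F test on raw counts. Each pair of genotypes was fitted by itself within its tissue and cohort, with TMM scaling, genes kept by filterByExpr and Benjamini-Hochberg adjustment, and a gene was called changed at an adjusted p under 0.05. Standard errors (SE) of log2 fold changes are the fold change over the square root of F. The Zeb1 difference between tissues and the genes that differ between cohorts were tested as interaction terms in the same model over 200M and WT libraries. The slope of 200M on 200H log2 fold changes, both taken against WT, was fitted by least squares across genes with a mean of at least 50 counts. Genes are not independent replicates, so its error comes from a jackknife over libraries. Since both comparisons use the same WT libraries, 20 simulated data sets with 3 unchanged groups give the slope and overlap that sharing alone produces.

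Lists of genes were tested with camera at a preset inter-gene correlation of 0.01 and with fry, and the p-values were adjusted over the lists of a tissue and cohort. The size of a list is its median log2 fold change. The lists hold epithelial, mesenchymal, neuronal and luteal genes, and 83 cytosolic ribosomal protein genes taken by name from the annotation. The epithelial list includes Epcam, Esrp1 and Rab25, and the luteal list Star, Cyp11a1, Runx2 and Sfrp4, which the study names from these same libraries. Counts of called genes in these lists adjusted over the list alone are therefore not independent evidence. Genes with at least 1 perfect 8mer match to the miR-200b seed (CAGTATTA) or the miR-200a seed (CAGTGTTA) were found in the annotated 3′ UTRs of 20996 genes, and number 698 and 839. Zeb1 itself was left out. The size for site genes is their median minus the mean median of 1000 draws of genes without any such site, matched in 10 bins of UTR length. Short lists of genes of single cell types and of immediate early genes, named where given, were used to weigh explanations.

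The genes named individually were fixed by rule. They are, in pituitary, Zeb1, Zeb2, the 2 annotated host transcripts of the miR-200 clusters, Lhb, Fshb, Cga, Gnrhr, Gh, Prl, Pomc, Tshb, Epcam, Esrp1, Rab25, Cdh1, Vim and Rest. In hypothalamus Zeb1 was fixed, and in ovary Zeb1, Star, Cyp11a1, Lhcgr, Runx2 and Sfrp4. Each comparison of 200M against WT adds the 3 raised and 3 lowered called genes of smallest p whose groups do not overlap in CPM, and a comparison with 5 or fewer called genes adds all of them. Some genes these rules select are not reported here. The genes, lists, tests and alternatives fixed for the report were chosen before the data were examined, apart from 1 alternative. Tests of explanations chosen later are named as such where given. The 1 alternative, the removal of each library's trend with transcript length (a lowess curve of span 0.3 on log2 CPM with a prior count of 2, entered as offsets), was chosen after the data were seen.

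The alternatives were size factors of the RLE method used by DESeq2, no filter on low counts, a mean above 1 CPM in the control group, the replicate number as a block, all 3 genotypes in one fit, DESeq2 1.42.0 in place of edgeR, and leaving out each library in turn. For lists they were fry, sites of any 7mer or 8mer kind (3948 genes for miR-200b and 4714 for miR-200a), and controls matched in 5 bins of expression as well. For slopes and correlations they were a mean of at least 10 counts, called genes alone, and WT libraries not shared between the 2 comparisons. Every count of changed genes was also set against the counts from all 35 ways to split the same libraries into groups of the same sizes.

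The edgeR, DESeq2, list and slope steps were first tested on simulated data, drawn from the means, dispersions and library sizes of the real libraries. In young pituitary 200M against WT, 136 of 200 changed genes were called, with 13 false calls. In older ovary edgeR called 42 of 150 changed genes with 3 false calls, whereas DESeq2 called 78 with 32 false calls, so the edgeR counts there miss many changes and the DESeq2 counts hold more false ones. Correlations across libraries were tested with 1e+05 permutations, on either side. Figures were drawn with matplotlib 3.10.9 and tables made with pandas 2.3.3 in Python 3.11.15.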

Results

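The data are gene counts from 69 RNA sequencing libraries of female mouse pituitary, hypothalamus and ovary. In each tissue and cohort there were 4 libraries of each genotype, apart from 3 young WT pituitaries, 3 older 200M pituitaries and 3 older 200M hypothalami. Total counts per library were 7.56e6 to 13.34e6 in young pituitary and 4.53e6 to 12.96e6 in older pituitary. They were 3.32e6 to 5.14e6 in young hypothalamus and 10.19e6 to 13.92e6 in older hypothalamus. In ovary they were 6.34e6 to 12.9e6 in the young cohort and 7.99e6 to 14.66e6 in the older one. The deposited labels give no sequencing batch, and each cohort was made with its own library chemistry, so cohorts were tested apart.

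The knock-in alters the 3′ UTR of Zeb1 (ENSMUSG00000024238, chr18:5591860–5775467, plus strand, GRCm38), a transcription repressor. The annotated 3′ UTR is 2401 nt long. It holds 3 matches to the 8mer CAGTATTA of miR-200b, which start at bases 303, 1156 and 1226 of the UTR (chr18:5773369, chr18:5774222 and chr18:5774292). The shorter 7mer CAGTATT of the same family starts at bases 397 and 811. For miR-200a there were 0 matches to the 8mer, and the 7mer CAGTGTT starts at bases 666, 704, 1444 and 1685. These are sites of the reference sequence, since the base changes of the knock-in allele cannot be read from gene counts.

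**Figure D1:**
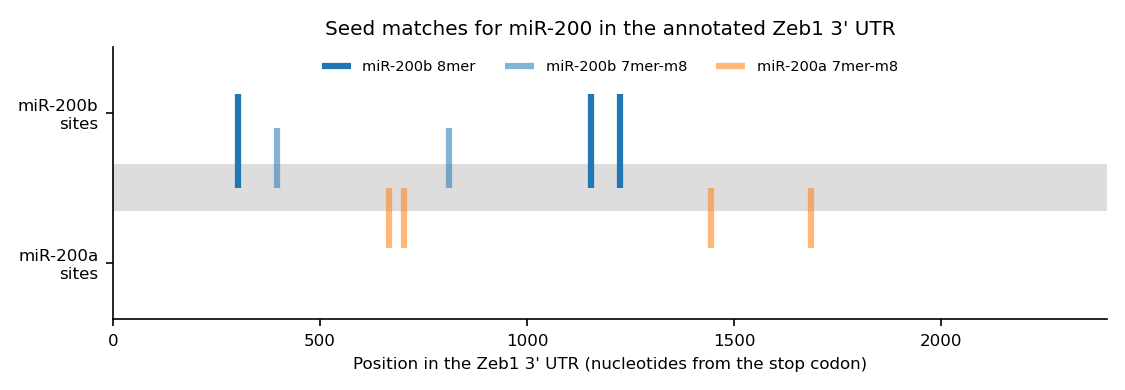
Seed matches along the annotated 3′ UTR of Zeb1, with the x axis in bases from the stop codon and a row for each of the families miR-200b and miR-200a. The 3 perfect 8mer matches, at bases 303, 1156 and 1226, are of miR-200b, and the other 6 matches are 7mers.

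The first question was whether loss of the sites raises Zeb1 in each tissue. In young pituitary Zeb1 was at 95.59 ± 2.565 CPM in WT (SD, n = 3), 130.5 ± 4.115 CPM in 200H (n = 4) and 137.9 ± 4.896 CPM in 200M (n = 4). The log2 fold change against WT was 0.52 (SE 0.06, adjusted p = 2.39e-05) in 200M and 0.44 (SE 0.07, adjusted p = 0.000895) in 200H. In older pituitary Zeb1 was at 58.79 ± 3.154 CPM in WT (n = 4), 73.78 ± 2.635 CPM in 200H (n = 4) and 85.16 ± 6.084 CPM in 200M (n = 3). There the log2 fold change was 0.55 (SE 0.09, adjusted p = 0.000833) in 200M and 0.33 (SE 0.08, adjusted p = 0.0139) in 200H. In both cohorts every 200H and every 200M pituitary library lay above every WT library. The alternative that moved these most was removal of the length trend, which gave 0.46 in older 200M and 0.27 in older 200H. Zeb1 did not differ detectably between 200M and 200H pituitaries, with a log2 fold change of 0.08 (adjusted p = 0.91) in the young and 0.21 (adjusted p = 0.361) in the older cohort.

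In hypothalamus and ovary no change of Zeb1 passed the threshold. Young hypothalamus had 221.9 ± 3.146 CPM in WT and 197.6 ± 14.6 CPM in 200M (SD, n = 4 each), a log2 fold change of −0.17 (adjusted p = 0.871). Older hypothalamus had 136.3 ± 9.369 CPM in WT (n = 4) and 112.9 ± 6.371 CPM in 200M (n = 3), a log2 fold change of −0.26 (adjusted p = 0.161). In ovary the log2 fold change of 200M against WT was −0.06 (adjusted p = 0.722) in the young and −0.22 (adjusted p = 0.515) in the older cohort. In 200H the values were −0.05 in young hypothalamus, −0.05 in older hypothalamus, −0.05 in young ovary and −0.15 in older ovary.

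Whether the 200M effect on Zeb1 differs between tissues was tested as an interaction. The log2 fold change was higher in pituitary than in hypothalamus by 0.69 in the young (adjusted p = 9e-06) and 0.81 in the older cohort (adjusted p = 0.0001183). It was higher in pituitary than in ovary by 0.59 in the young (adjusted p = 0.0003779) and 0.79 in the older cohort (adjusted p = 0.0301). Leaving out 1 library moved the last of these across the threshold in 8 of 15 cases. Its adjusted p ran from 0.00406 with DESeq2 to 0.0797 without pituitary 200M replicate 1, and was 0.0691 with the length trend removed, where the difference was 0.61.

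**Figure D2:**
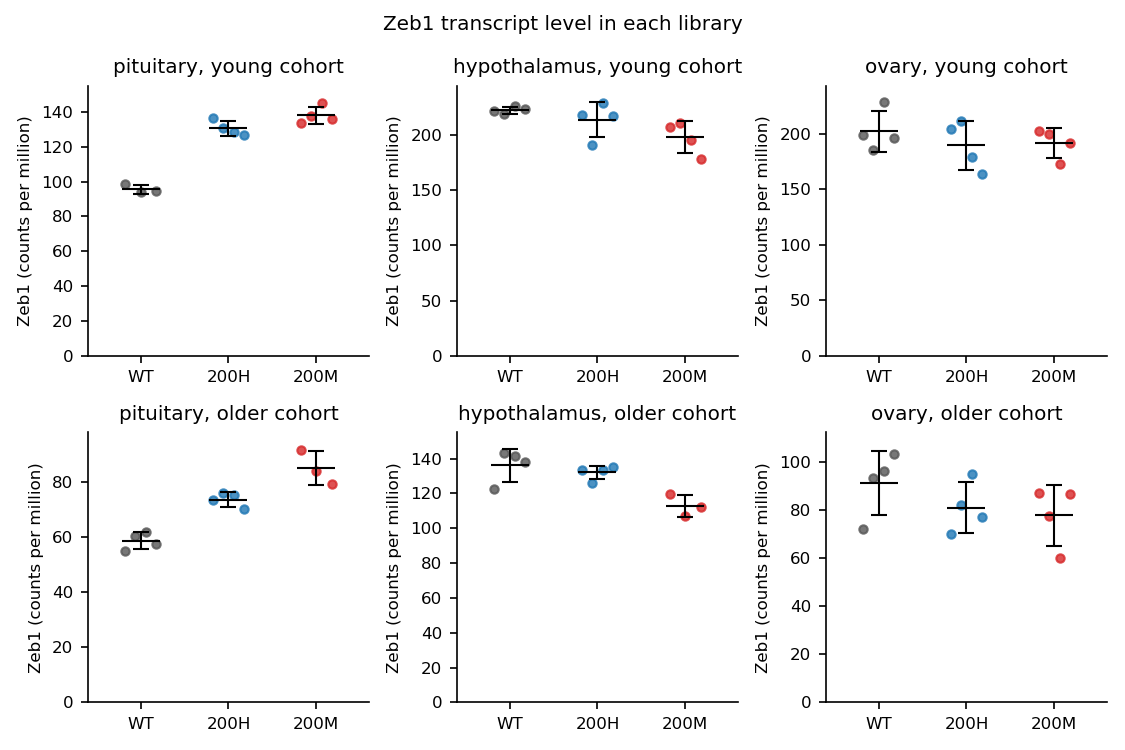
Zeb1 expression in CPM for each library, by tissue, cohort and genotype, with lines at the mean and whiskers of 1 SD. The young 200M pituitaries average 137.9 CPM against 95.59 CPM in WT, whereas the young 200M hypothalami average 197.6 CPM against 221.9 CPM in WT.

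The miR-200 clusters are read here through their annotated host transcripts, which hold the primary microRNA. Gm13648 (ENSMUSG00000086549, chr4:156052715–156059802, minus strand), which holds Mir200b, Mir200a and Mir429 and overlaps Ttll10 on the same strand, fell in young pituitary from 15.73 ± 1.452 CPM in WT (SD, n = 3) to 2.285 ± 0.1902 CPM in 200M (n = 4). That is a 6.94-fold decrease, with a log2 fold change of −2.79 (SE 0.17, adjusted p = 3.37e-08). In young 200H it was at 3.019 ± 0.8045 CPM (n = 4), a 5.28-fold decrease (adjusted p = 6.12e-06). In older pituitary its log2 fold change was −2.91 in 200M (adjusted p = 0.000141) and −2.49 in 200H (adjusted p = 0.000106). Gm15884 (ENSMUSG00000087327, chr6:124715573–124718831, minus strand), which holds Mir200c and Mir141 and overlaps Phb2 on the other strand, had few counts. It went from 2.229 ± 0.5912 CPM in young WT (n = 3) to 0.5982 ± 0.3988 CPM in 200M (n = 4), a log2 fold change of −1.95 (adjusted p = 0.00834), and to 0.5284 ± 0.2711 CPM in 200H (n = 4). In older pituitary, where reads carry no strand, its log2 fold change was −1.64 in 200M (adjusted p = 0.00907, with 0.0534 by DESeq2) and −1.49 in 200H (adjusted p = 0.00807). Zeb2 (ENSMUSG00000026872, chr2:44983632–45117395) did not pass the threshold, with log2 fold changes in 200M of 0.20 in the young (adjusted p = 0.224) and 0.53 in the older cohort (adjusted p = 0.0983). In 200H its log2 fold change was −0.0031 in the young cohort and 0.61 in the older one, where the adjusted p of 0.055 by edgeR and 0.0413 by DESeq2 lie on either side of the threshold.

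The next question was how far the change reaches in the pituitary transcriptome. In young 200M pituitary 3913 of 18199 tested genes differed from WT, 2093 raised and 1820 lowered. The alternative that moved this count most was the replicate block, which gave 2638. In young 200H pituitary 2218 of 18051 genes differed from WT, 1185 raised and 1033 lowered, and without WT replicate u the count was 1196. In older pituitary 3153 of 14711 genes differed between 200M and WT, 1716 raised and 1437 lowered, and without 200M replicate 3 the count was 1867. In older 200H pituitary 1825 of 14922 genes differed from WT, 1058 raised and 767 lowered, and without WT replicate 2 the count was 1159. The authors' deposited tables call 3279 genes in young 200M and 2109 in young 200H pituitary, of which 3231 and 1984 are among the edgeR calls. For older pituitary the authors' deposited tables call 2325 genes in 200M and 1609 in 200H, whereas DESeq2 run here on the same counts called 2779 and 1949, with 2317 and 1601 shared, and the cause of the difference was not tested. The self-test found the edgeR test to miss some changed genes, so these are counts of called genes and not of all changed ones.

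A direct comparison of 200M with 200H asked whether a second altered allele adds to the first. In young pituitary edgeR called 7 of 18271 genes, 3 raised and 4 lowered, with 1081 at an unadjusted p under 0.05, and DESeq2 called 44. The edgeR count was 0 without 200M replicate 1 and 26 without 200H replicate 3. In older pituitary edgeR called 18 of 14862 genes, 14 raised and 4 lowered, with 1575 at an unadjusted p under 0.05, and DESeq2 called 125. Here the edgeR count was 0 without 200M replicate 2 and 407 without 200H replicate 2. The authors' deposited tables call 44 genes in the young and 87 in the older cohort. Of the genes fixed by name, Epcam alone passed the threshold with edgeR in the young cohort, with a log2 fold change of −0.74 (adjusted p = 0.0158).

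Among genes called in young pituitary, 2046 were called in both 200M and 200H against WT, all of them in the same direction. These are 92.25% of the 200H calls, and in 70.23% of them the change was larger in 200M. In older pituitary 1482 genes were called in both, 81.21% of the 200H calls, and in 74.09% the change was larger in 200M. Across 12918 genes with a mean of at least 50 counts in the young cohort, the slope of 200M on 200H log2 fold changes was 1.09 with a jackknife SE of 0.0587 over libraries (Pearson r = 0.941, Spearman rho = 0.896). Across 11225 genes in the older cohort the slope was 1.08 with a jackknife SE of 0.0915 (Pearson r = 0.881, Spearman rho = 0.826). Genes are not independent replicates, and the same WT libraries enter both sides of the slope. In 20 simulated data sets with no change, sharing WT alone gave a mean slope of 0.585 and a mean r of 0.587 in the young cohort, and 0.503 and 0.451 in the older one. At most 1 simulated gene was called in both comparisons, in either cohort. With separate WT libraries the mean slope was 0.871 in the young and 0.874 in the older cohort. Noise in 200H values lowers a fitted slope, so neither places it below 1.

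The 2 cohorts were compared across genes. The Pearson r between young and older log2 fold changes of 200M against WT in pituitary was 0.877 over 10404 genes, with a jackknife SE of 0.0175 and a Spearman rho of 0.774. Of 14080 genes tested in both cohorts 2019 were called in both, where 732.4 would be shared if the calls were independent. Of these, 1155 were raised in both, 862 were lowered in both, and the other two changed in opposite directions.

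**Figure D3:**
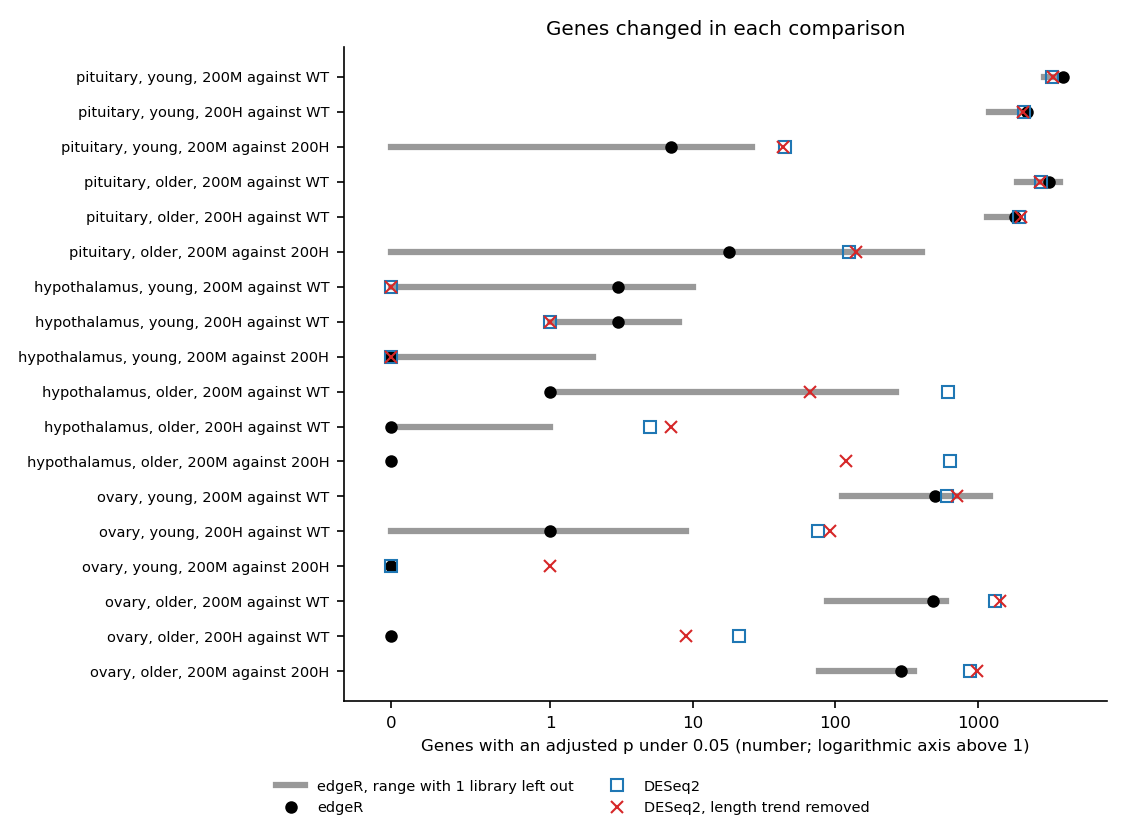
Genes changed at an adjusted p under 0.05 in each of the 18 comparisons, on a log axis above 1, with edgeR as filled dots, DESeq2 as open squares, DESeq2 with the length trend removed as crosses, and grey bars for the range of edgeR counts when 1 library is left out. Pituitary 200M against WT has 3913 and 3153 genes, whereas older hypothalamus 200M against WT has 1 with edgeR, 619 with DESeq2 and 66 with the length trend removed.

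In each cohort the called pituitary genes of smallest p whose 200M and WT libraries do not overlap were named by rule. In the young cohort the raised ones included Nrsn2 (ENSMUSG00000059361, chr2:152368755–152376638) and Peg10 (ENSMUSG00000092035, chr6:4747306–4760517). Nrsn2 rose from 6.815 ± 0.7813 CPM in WT (SD, n = 3) to 64.18 ± 2.519 CPM in 200M (n = 4), a log2 fold change of 3.23 (SE 0.10, adjusted p = 6.9e-11). Peg10 rose from 335.4 ± 38.35 to 1085 ± 69.15 CPM (log2 fold change 1.69). The lowered ones were Epcam, Esrp1 and Tmc4 (ENSMUSG00000019734, chr7:3665790–3677553, which overlaps Leng1 on the same strand), the last of which fell from 107.5 ± 5.969 to 14.74 ± 2.543 CPM (log2 fold change −2.86). In the older cohort Dnm1 (ENSMUSG00000026825, chr2:32308471–32353338) rose from 43.9 ± 2.364 CPM in WT (n = 4) to 151.2 ± 4.784 CPM in 200M (n = 3), a log2 fold change of 1.80 (adjusted p = 3.09e-08). Dnm1 overlaps Ciz1 on the other strand, and these reads carry no strand. Trank1 (ENSMUSG00000062296, chr9:111311739–111395775) had a log2 fold change of 4.25. The lowered ones were Esrp1, Rab25 and Capn8 (ENSMUSG00000038599, chr1:182565007–182632352), which went from 75.5 ± 12.21 to 0.8129 ± 0.4244 CPM (log2 fold change −6.51).

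Hormone genes were read because the study followed fertility. Lhb (ENSMUSG00000100916, chr7:45420820–45421897), the beta subunit of luteinizing hormone, overlaps Ruvbl2 on the other strand. In young pituitary it was at 118.5 ± 20.19 CPM in WT (SD, n = 3), 64.82 ± 5.442 CPM in 200H (n = 4) and 36.84 ± 9.353 CPM in 200M (n = 4). Its log2 fold change against WT was −1.68 in 200M (SE 0.15, adjusted p = 1.31e-06) and −0.88 in 200H (SE 0.11, adjusted p = 0.000163). In older pituitary it was at 284.9 ± 42.37 CPM in WT (n = 4), 138.4 ± 47.1 CPM in 200H (n = 4) and 55.65 ± 25.73 CPM in 200M (n = 3). There the log2 fold change was −2.33 in 200M (SE 0.25, adjusted p = 4.51e-05) and −1.04 in 200H (SE 0.20, adjusted p = 0.00501). Every mutant library lay below every WT library in both cohorts. The alternatives gave −2.52 to −2.14 in older 200M, and all stayed past the threshold. Between 200M and 200H the log2 fold change was −0.81 in the young cohort (adjusted p = 0.0637 by edgeR and 3.01e-05 by DESeq2) and −1.30 in the older one (adjusted p = 0.112 by edgeR).

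Cga (ENSMUSG00000028298, chr4:34893779–34907370), the alpha subunit shared by the glycoprotein hormones, fell in young 200M from 918.8 ± 108.5 CPM in WT (n = 3) to 582 ± 68.53 CPM (n = 4), a log2 fold change of −0.66 (adjusted p = 3.72e-05). In young 200H the log2 fold change was −0.43 (adjusted p = 0.00817), and without WT replicate 1 it was −0.34 (adjusted p = 0.0565). In older pituitary it was −0.81 in 200M (adjusted p = 0.000322) and −0.58 in 200H, where the adjusted p was 0.0655 by edgeR and 0.0158 by DESeq2. Prl (ENSMUSG00000021342, chr13:27057570–27065205) went from 140800 ± 13130 CPM in young WT (n = 3) to 47320 ± 13820 CPM in 200H (n = 4) and 46470 ± 10810 CPM in 200M (n = 4). Its log2 fold change was −1.61 in young 200M (SE 0.12, adjusted p = 2.86e-07), −1.58 in young 200H, −1.66 in older 200M (adjusted p = 3.4e-06) and −1.22 in older 200H (adjusted p = 0.000977). Pomc was raised in older 200M alone among these comparisons, from 9837 ± 1503 CPM in WT (n = 4) to 19870 ± 7403 CPM (n = 3), a log2 fold change of 1.02 (SE 0.21, adjusted p = 0.00469), and the libraries of the 2 groups overlap. In young 200M its log2 fold change was 0.0059 (adjusted p = 0.981). Fshb, Gnrhr and Gh did not pass the threshold in either mutant or cohort with all libraries by edgeR or DESeq2, with log2 fold changes in 200M of −0.12, 0.20 and 0.10 in the young and 0.67, 0.21 and 0.0022 in the older cohort. Fshb in older 200M had 0.88 without WT replicate 1 (adjusted p = 0.0198) and 0.79 without WT replicate 4 (adjusted p = 0.0306), Gnrhr in young 200M 0.37 without WT replicate 2 (adjusted p = 0.0105), and Gh in young 200H 0.33 without 200H replicate 4 (adjusted p = 0.0464). These 3 also passed without a filter, and with the replicate block Fshb passed as raised in older 200M and as lowered in both young mutants. Tshb had 0.34 in young 200M (adjusted p = 0.0551 by edgeR and 0.0385 by DESeq2) and 0.13 in older 200M.

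Markers of epithelial state were examined because Zeb1 represses epithelial genes. Epcam (ENSMUSG00000045394, chr17:87635979–87651129) fell in young pituitary from 182.6 ± 21.08 CPM in WT (SD, n = 3) to 31.29 ± 1.788 CPM in 200H (n = 4) and 18.83 ± 1.675 CPM in 200M (n = 4). Its log2 fold change was −3.29 in 200M (SE 0.10, adjusted p = 6.9e-11) and −2.56 in 200H (adjusted p = 3.78e-09). Esrp1 (ENSMUSG00000040728, chr4:11331933–11386783) fell from 77.97 ± 4.709 to 8.015 ± 0.9553 CPM in 200H and 5.369 ± 1.009 CPM in 200M, with log2 fold changes of −3.29 and −3.88. Rab25 (ENSMUSG00000008601, chr3:88542029–88548300) fell from 39.56 ± 3.558 to 3.916 ± 0.6208 CPM in 200H and 2.768 ± 0.6295 CPM in 200M, with log2 fold changes of −3.35 and −3.83. In older 200M pituitary the log2 fold changes of Epcam, Esrp1 and Rab25 were −3.45, −3.96 and −3.76. Cdh1 did not pass the threshold, with 0.05 in young and −0.05 in older 200M, and neither did Rest, with −0.05 and −0.0067. Vim rose by 0.47 in young 200M (adjusted p = 0.0265 by edgeR and 0.0671 by DESeq2) and by 0.49 in older 200M (adjusted p = 0.00816). Leaving out 1 library moved the young value across the threshold in 4 of 7 cases, as without WT replicate u, where it was 0.44 (adjusted p = 0.0927). Without 200M replicate 2 the older value was 0.44 (adjusted p = 0.0523).

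**Figure D4:**
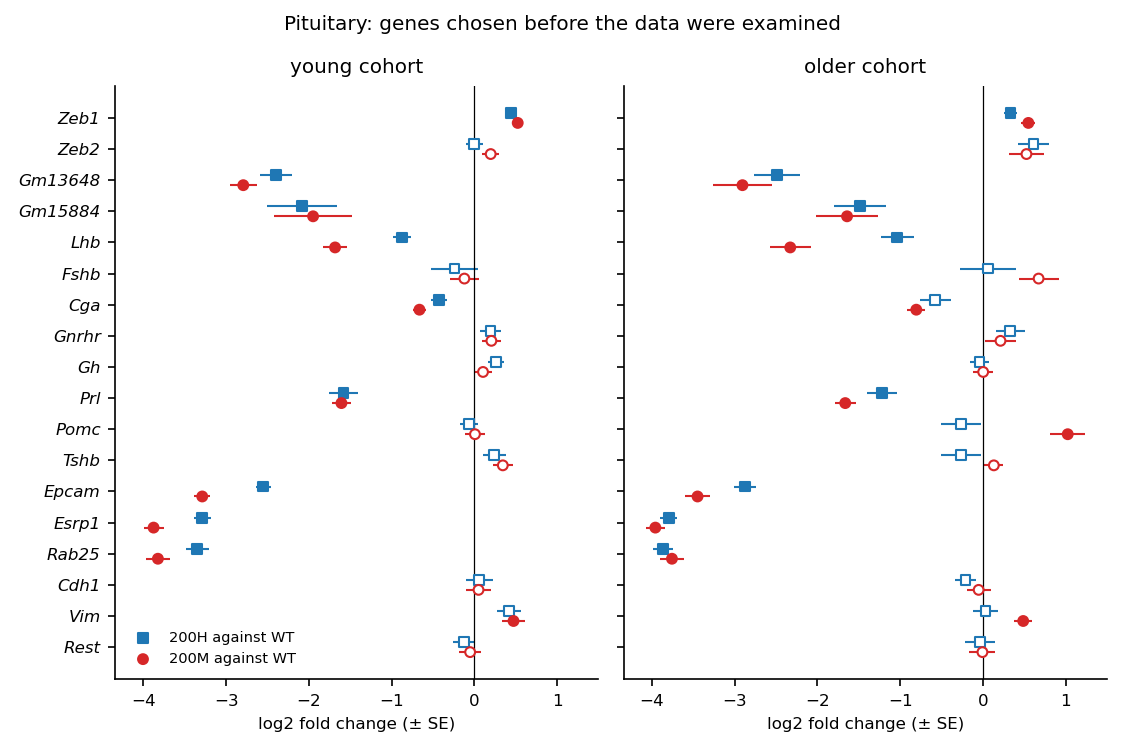
Log2 fold change against WT in pituitary for the genes fixed by name, with SE as whiskers, for 200M (circles) and 200H (squares) in each cohort, with filled symbols for an adjusted p under 0.05 and open symbols for the rest. Esrp1 lies at −3.88 and Lhb at −1.68 in young 200M, and Cdh1 lies near 0 in both cohorts.

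Gene lists were then compared between 200M and WT pituitary. The epithelial list of 44 tested genes had a median log2 fold change of −1.17 in the young and −1.10 in the older cohort, with 42 genes lowered in each (camera, adjusted p = 9.53e-55 and 3.66e-49). Of these genes 34 were called lowered and 1 raised in the young cohort, and 31 lowered in the older, while adjusted over the list alone 38 and 35 passed. The neuronal list of 66 genes had medians of 0.48 and 0.62, with 59 and 60 genes raised (camera, adjusted p = 9.35e-27 and 6.92e-34). In it 43 genes were called raised and 3 lowered in the young cohort, 48 and 1 in the older, and 50 and 51 passed when adjusted over the list alone. The mesenchymal list had medians of 0.27 over 52 genes and 0.33 over 51 genes (camera, adjusted p = 0.00731 and 0.000653). Its 41 raised genes of the young and 34 of the older cohort include 16 called ones in each, against 5 and 4 called lowered, and 22 and 23 passed when adjusted over the list alone. Cytosolic ribosomal protein genes had medians of −0.30 over 80 genes and −0.42 over 77 genes, with 79 and 73 lowered (camera, adjusted p = 1.21e-12 and 3.17e-10). Of them 51 and 38 were called lowered, and 61 and 49 passed over the list alone. All of these, site genes and the luteal list hold under fry. Its adjusted p was 2.75e-06 to 0.0198, with 0.00504 and 0.0197 for ribosomal genes. The replicate block alone moved a list across the threshold, with a mesenchymal median of 0.15 in the young cohort. Its adjusted p there was 0.119, against 3.2e-05 to 0.119 over its alternatives.

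Whether other genes with miR-200 sites move was asked because the host transcripts of these microRNAs fell in the mutants. In young pituitary 588 tested genes with a miR-200b 8mer site had a median log2 fold change of 0.12, against 0.02 for genes without a site matched in UTR length, a difference of 0.10. In the older cohort 569 such genes had 0.17 against 0.02, a difference of 0.15. For miR-200a the differences were 0.06 over 718 genes and 0.09 over 690 genes. In 1000 matched draws none lay as far from its mean, and the share of 0.001 is the smallest they can give, for each family and cohort. With controls matched in expression as well, the differences were 0.12 and 0.16 for miR-200b and 0.08 and 0.10 for miR-200a. Camera gave adjusted p = 1.76e-05 and 9e-07 for miR-200b and 0.00407 and 0.000233 for miR-200a. Of the miR-200b genes 163 were called raised and 33 lowered in the young and 149 and 22 in the older cohort, and 216 and 192 passed when adjusted over the list alone. Of the miR-200a genes 158 were called raised and 59 lowered in the young and 151 and 30 in the older cohort, and 234 and 191 passed when adjusted over the list alone.

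In hypothalamus, the comparison asked whether the knock-in acts upstream of the pituitary. With edgeR 3 of 14988 genes differed between young 200M and WT, with 847 at an unadjusted p under 0.05, and DESeq2 called 0, with 654 at an unadjusted p under 0.05. The 3 were Lrat, Tshb and Prl. Lrat (ENSMUSG00000028003, chr3:82892579–82903973) rose from 1.846 ± 1.892 to 24.9 ± 23.02 CPM (SD, n = 4 each; log2 fold change 3.63, adjusted p = 0.00605). Tshb rose from 0.226 ± 0.3032 to 7.911 ± 7.816 CPM (log2 fold change 4.81, adjusted p = 0.00642), and Prl fell from 17.49 ± 9.421 to 2.311 ± 1.422 CPM (log2 fold change −2.86, adjusted p = 0.00605). Without 200M replicate 1, whose values are the highest, the log2 fold change was 2.78 for Lrat and 3.85 for Tshb. Without WT replicate 2 the adjusted p was 0.0946 for both. Without WT replicate 3 it was 0.0719 for Prl, with a log2 fold change of −2.66. In young 200H edgeR called 3 of 14877 genes, with 585 at an unadjusted p under 0.05. Among them were Prl with −2.85 (adjusted p = 0.004) and Lrat with 2.31 (adjusted p = 0.00955). DESeq2 called 1 gene in this comparison and neither Prl nor Lrat, and with edgeR Lrat had 2.13 without 200H replicate 2 (adjusted p = 0.167). Between young 200M and 200H both tools called 0 genes, with 682 at an unadjusted p under 0.05 by edgeR and 538 by DESeq2.

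In older hypothalamus edgeR called 1 of 16067 genes between 200M and WT, with 2904 at an unadjusted p under 0.05. This was Gh (ENSMUSG00000020713), which rose from 0.2017 ± 0.2441 CPM (SD, n = 4) to 7.037 ± 0.8207 CPM (n = 3; log2 fold change 4.98, adjusted p = 0.00296). Without WT replicate 1 the count was 265. DESeq2 called 619 genes, 124 raised and 495 lowered, and not Gh, for which it gave a log2 fold change of 5.05 and no adjusted p. The authors' deposited table calls 361. Between 200M and 200H edgeR called 0 genes, with 3144 at an unadjusted p under 0.05, and DESeq2 called 637. Between 200H and WT edgeR called 0 genes, with 445 at an unadjusted p under 0.05, and DESeq2 called 5. The log2 fold changes of 200M against WT fell with transcript length, with a Spearman correlation of −0.615 across 14316 genes, which are not independent replicates. With the length trend of each library removed, DESeq2 called 66 genes, of which 52 are among the 619.

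The ovary was compared to follow the consequence of the pituitary change. In young ovary 497 of 19250 genes differed between 200M and WT, 169 raised and 328 lowered, and DESeq2 called 604. The edgeR count was 112 without 200M replicate 1 and 1214 without 200M replicate 2. Between young 200H and WT edgeR called 1 of 19621 genes, with 1384 at an unadjusted p under 0.05, and DESeq2 called 76. That gene was Sectm1b (ENSMUSG00000039364, chr11:121053458–121063569), which fell from 10.88 ± 2.927 CPM in WT to 2.608 ± 0.1151 CPM in 200H (SD, n = 4 each; log2 fold change −2.01, adjusted p = 0.0164). Without WT replicate 3 its log2 fold change was −1.96 (adjusted p = 0.104), and leaving out 1 library moved it across the threshold in 6 of 8 cases. Between young 200M and 200H both tools called 0 genes, with 648 at an unadjusted p under 0.05 by edgeR and 663 by DESeq2. In older ovary 482 of 17792 genes differed between 200M and WT, 271 raised and 211 lowered, and DESeq2 called 1319. The edgeR count was 87 without WT replicate 2. Between older 200M and 200H 288 of 17855 genes differed, 127 raised and 161 lowered, DESeq2 called 877, and the edgeR count was 77 without 200M replicate 1. Between older 200H and WT edgeR called 0 genes, with 1160 at an unadjusted p under 0.05, and DESeq2 called 21.

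Genes of the corpus luteum, the tissue that forms after ovulation, were followed in ovary. Star (ENSMUSG00000031574, chr8:25806555–25815982) was at 1939 ± 1407 CPM in older WT, 1295 ± 227 CPM in 200H and 140.7 ± 60.91 CPM in 200M (SD, n = 4 each). Its log2 fold change in older 200M was −3.77 against WT (SE 0.64, adjusted p = 0.0222) and −3.21 against 200H (adjusted p = 0.00435). Leaving out 1 library moved the first of these across the threshold in 5 of 8 cases, as without WT replicate 2, where it was −3.43 (adjusted p = 0.0766). Runx2 (ENSMUSG00000039153, chr17:44495987–44814797, overlapping Supt3 on the other strand) went from 77.17 ± 28.16 CPM in older WT to 6.016 ± 0.7806 CPM in 200M, a log2 fold change of −3.67 (adjusted p = 0.00147). Sfrp4 (ENSMUSG00000021319, chr13:19623104–19632994) went from 2867 ± 966.5 to 27.64 ± 8.067 CPM, a log2 fold change of −6.68 (adjusted p = 0.000378). Cyp11a1 (ENSMUSG00000032323, chr9:58006411–58027023) had −1.41 in older 200M (adjusted p = 0.125 by edgeR and 0.00547 by DESeq2). In young 200M it fell from 1037 ± 120.4 to 639.2 ± 177.4 CPM (log2 fold change −0.69, adjusted p = 0.0185). The groups overlap, and leaving out 1 library moved it across the threshold in 4 of 8 cases, as without 200M replicate 1, where it was −0.67 (adjusted p = 0.0864). In young 200M Star had −1.52 (adjusted p = 0.0559), Runx2 −2.02 (adjusted p = 0.052) and Sfrp4 −2.28 (adjusted p = 0.171). Without 200M replicate 2, which was high in all 3, these were −2.29, −3.41 and −5.28. Lhcgr did not pass the threshold, with −0.18 in young and −0.32 in older 200M. In older 200H the log2 fold change was −0.56 for Star, 0.07 for Runx2 and 0.16 for Sfrp4.

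The luteal list of 20 genes had a median log2 fold change in 200M of −0.61 in the young and −1.38 in the older cohort, with 18 and 20 genes lowered (camera, adjusted p = 3.31e-17 and 7.32e-32). In each cohort 7 of its genes were called lowered, and adjusted over the list alone 15 and 12 passed.

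**Figure D5:**
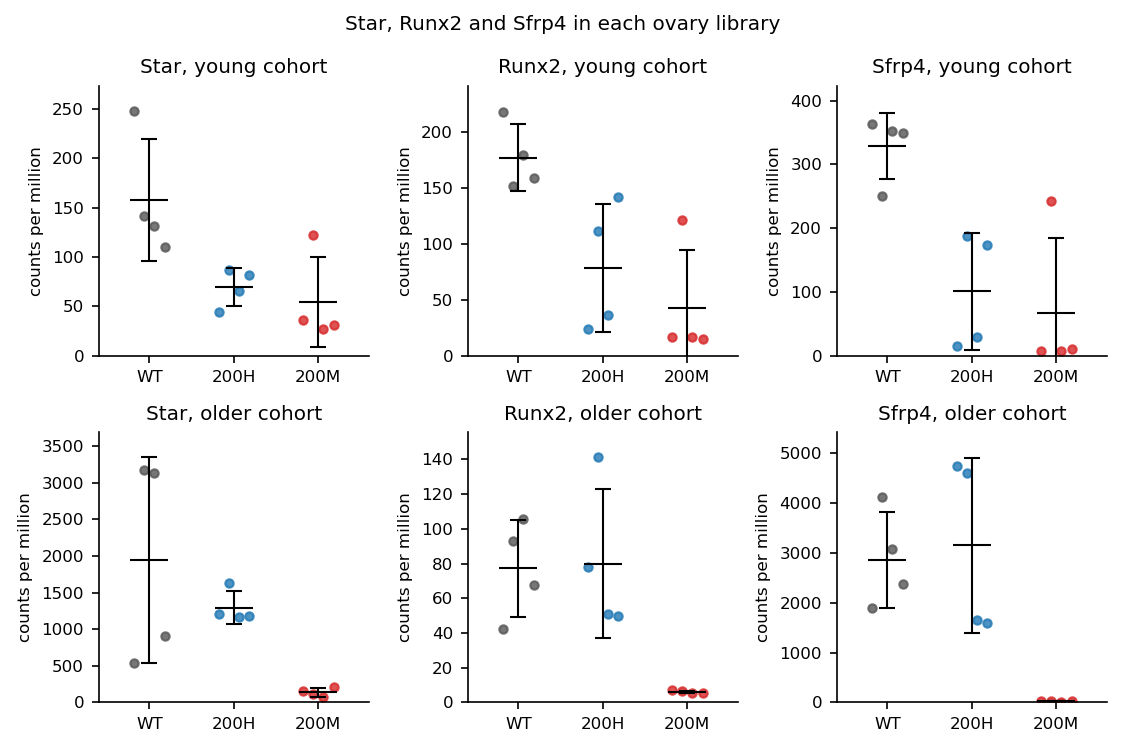
Star, Runx2 and Sfrp4 in ovary in CPM for each library, with lines at the mean and whiskers of 1 SD, by genotype and cohort. In the older cohort Sfrp4 averages 27.64 CPM in 200M against 2867 CPM in WT, and in the young cohort 200M replicate 2 lies at 242.9 CPM, above the other 200M libraries.

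The ovary genes of smallest p without overlap of groups were Serpina3c (ENSMUSG00000066361, chr12:104146382–104153870), Mycl (ENSMUSG00000028654, chr4:122995652–123002485) and Ccdc3 (ENSMUSG00000026676, chr2:5137776–5230878) among the raised genes of the young cohort, with log2 fold changes of 1.28, 0.86 and 0.70. The lowered ones were Sectm1b, Tmem178 (ENSMUSG00000024245, chr17:80944632–81001816) and A730049H05Rik (ENSMUSG00000048636, chr6:92816478–92847174, overlapping Adamts9 on the other strand), with −2.76, −3.36 and −3.24. In the older cohort Kcng4 (ENSMUSG00000045246, chr8:119623854–119635680), Pla2g2d (ENSMUSG00000041202, chr4:138775735–138782046) and Fabp3 (ENSMUSG00000028773, chr4:130308595–130315463, overlapping Zcchc17 on the other strand) rose, with 2.88, 2.68 and 1.79. Sfrp4, Wnt10b (ENSMUSG00000022996, chr15:98770712–98778150) and Pdia4 (ENSMUSG00000025823, chr6:47796141–47813430) fell, Wnt10b with −7.89 and Pdia4 with −1.63.

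Whether the 200M effect differs between cohorts was tested gene by gene. In pituitary 5 of 18344 genes differed, 2 with a higher log2 fold change in the older cohort and 3 with a lower one. The edgeR count ran from 1 without young WT replicate 1 to 12 without older WT replicate 1. In hypothalamus 26 of 16831 genes differed, 3 higher and 23 lower in the older cohort. With the length trend removed 8 were found, all among the 26, and the count ran from 2 without older WT replicate 4 to 279 without older WT replicate 1. In ovary 43 of 21786 genes differed, 31 higher and 12 lower in the older cohort, and the count ran from 1 without young WT replicate 4 to 252 without older 200M replicate 2. The ovary gene of smallest p was Cd5l, whose log2 fold change was higher in the older cohort by 3.69 (adjusted p = 0.0163), named here after its value was seen. Since cohort goes together with library chemistry, and outside ovary with annotation, these are differences between data sets and not of age alone.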

Values the study reported

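In pituitaries of virgin females the study reported Zeb1 mRNA increased 1.3-fold in Zeb1_200H and 1.4-fold in Zeb1_200M mice, and 1.3-fold and 1.5-fold in older females. Lhb was reported as reduced 1.8-fold in Zeb1_200H and 3.2–4.5-fold in Zeb1_200M pituitaries.

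For virgin pituitary the study counted 3279 differentially expressed genes in Zeb1_200M and 2109 in Zeb1_200H, with 47% of each downregulated, and 44 between the mutant genotypes. A regression of the fold changes of the mutants gave a slope of 1.08 (95% confidence interval 1.08–1.09), with a squared Pearson correlation of 0.89. Epcam, Esrp1 and Rab25 were given as decreasing 6–11-fold in Zeb1_200H and 10–15-fold in Zeb1_200M.

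In hypothalamus the study counted 1 differentially expressed gene in virgin Zeb1_200H, 0 in virgin Zeb1_200M, 5 in older Zeb1_200H and 361 in older Zeb1_200M mice. In ovary it counted 604 in virgin and 1319 in older Zeb1_200M mice, and 76 and 21 in Zeb1_200H mice.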

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

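Of the tests weighed in this part, those of pituitary RNA in hypothalamus libraries, of Tshb against that explanation and of trends with transcript length were chosen only after the results were seen. The interactions between tissues and between cohorts and the test for libraries far from the others were planned.

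In 12 of 170 groups of 4 values (7.06%), 1 library lay farther from the other 3 than Dixon's critical value allows. Chance alone gives such a library in about 1 of 20 groups. In young ovary 200M replicate 2 stood out in 3 luteal genes, with Star at 122.2 CPM against 27.21 to 36.41 CPM in the other 200M libraries, Runx2 at 121.4 CPM against 15.17 to 17.24 CPM, and Sfrp4 at 242.9 CPM against 6.98 to 10.46 CPM. In the same tissue WT replicate 2 was low in Sfrp4, at 251.3 CPM against 348.8 to 363.3 CPM, and in Lhcgr, at 1659 CPM against 2449 to 2546 CPM. A swap between these 2 libraries was examined through the splits of the young ovary libraries. Exchanging them gave 92 changed genes where the labels as deposited gave 497, which argues against that swap. Exchanging 200M replicate 2 with 200H replicate 1, whose Sfrp4 was at 16.16 CPM, gave 217 genes where the labels gave 0, and grouped ovaries low in Sfrp4. More luteal tissue than its group may explain 200M replicate 2, and a wrong label stays open. The young 200M luteal-list median was −0.61 with this library and −0.72 without it, so either may have made the effect appear smaller. The study notes a young homozygous mouse with corpora lutea in its other ovary, but not which library. No test here separates the explanations.

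The remaining libraries far from their groups fall in separate genes. In older pituitary Cga was at 1232 CPM in WT replicate 2 against 1511 to 1549 CPM. In older ovary Star was at 1635 CPM in 200H replicate 2 against 1164 to 1201 CPM. In older pituitary 200H replicate 3 had 4.92e6 counts against 8.63e6 to 8.8e6, and Gm13648 in that library was at 0.396 CPM against 1.378 to 1.396 CPM, which rests on 2 counts against 12 to 13. Without this library the log2 fold change of Gm13648 in older 200H was −2.30, past the threshold as with it, and the number of changed genes was 1286 in place of 1825. In young pituitary Gm15884 was at 0.932 CPM in 200H replicate 4 against 0.3476 to 0.4293 CPM, or 9 counts against 4 to 5. At such counts the counting error of a single library is large, and no biological explanation was tested for these values.

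In young hypothalamus 200M replicate 1 had Lrat at 59.1 CPM against 9.062 to 16.07 CPM in the other 200M libraries, and Tshb at 19.61 CPM against 3.363 to 4.644 CPM. Traces of whole pituitary would bring Prl and Gh, which are far more abundant there. In the young 200M libraries Tshb stood at 5.05% of its level in young 200M pituitary, whereas Prl stood at 0.00497% and Gh at 0.00652%. This argues against such traces as the source of Tshb in these libraries. A pituitary part low in Prl and Gh, differences in how tissue was taken and an effect of genotype within hypothalamus stay open. None was tested.

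The effect of 200M on Zeb1 differed between tissues in 4 tests. It was higher in pituitary than in hypothalamus by 0.69 in the young cohort and 0.81 in the older one, and higher in pituitary than in ovary by 0.59 and 0.79. Under the alternatives other than leaving out a library these differences kept their sign and passed the threshold, apart from pituitary against ovary in the older cohort with the length trend removed, at 0.61. A trend with length therefore may account for part of the older differences, since the value for hypothalamus fell from 0.81 to 0.59 when it was removed, and not for the whole of them. Tissue is the difference the design names, and how it would produce this was not tested.

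In pituitary 5 genes had a 200M effect that differed between cohorts. The log2 fold change of Leng1 was higher in the older cohort by 1.46 and that of Rreb1 by 0.76. Xkr6 differed by −0.93, Pcdhgb8 by −1.33 and Gm4673 by −1.32. All 5 are named after their values were seen. Leng1 overlaps Tmc4 on the same strand, and Tmc4 had a log2 fold change of −2.86 in young 200M pituitary. Pcdhgb8 was at 281.4 CPM in young and 4.643 CPM in older WT pituitary, so the 2 kinds of library measure it very differently. Gm4673 also differed between cohorts in ovary, by −1.69. Both ovary cohorts were counted with the same tool and annotation, which argues against these 2 as the cause for Gm4673 in ovary. In pituitary cohort goes together with age, breeding history, library chemistry, strand, counting tool and annotation, and these cannot be told apart there.

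In hypothalamus the log2 fold change of 200M against WT was higher in the older cohort by 6.46 for Prl and 5.98 for Gh, and for Tshb it differed by −4.75. These 3 are named after their values were seen. Prl and Gh are the most abundant hormone mRNAs of the pituitary, so traces of it are a candidate explanation. Across libraries Prl and Gh rose together, in the young with Pearson r = 0.767 over 12 libraries (permutation p = 0.00403, adjusted p = 0.00806) and in the older with r = 0.964 over 11 libraries (permutation p = 1e-05, the smallest these can give, adjusted p = 4e-05). Spearman rho was 0.626 (permutation p = 0.0312, adjusted p = 0.0624) and 0.925 (permutation p = 0.00013, adjusted p = 0.00052). Without the 2 libraries farthest from the median Prl, r was 0.646 and 0.954. Prl and Tshb did not rise together, with r = −0.42 (permutation p = 0.173, adjusted p = 0.231) and 0.0906 (permutation p = 0.791, adjusted p = 0.791), and rho = −0.353 (permutation p = 0.257) and 0.127 (permutation p = 0.714). Without the 2 farthest libraries these r were −0.233 and 0.336. The 4 relations form the family over which p was adjusted. Traces of whole pituitary may explain Prl and Gh, and this argues against them for Tshb. With the length trend removed Prl had 6.27 and Gh 5.81, still past the threshold, which argues against it as the whole cause for these 2. Tshb fell below the threshold with the trend removed, at −5.01 (adjusted p = 0.0602), with the replicate block, at −4.37 (adjusted p = 0.0526), and with most single libraries left out, as without older WT replicate 4, at −4.48 (adjusted p = 0.119, against 1.58e-10 to 0.119 over its alternatives). DESeq2 gave these 3 genes no adjusted p.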

How the results depend on the processing

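Removal of the trend with transcript length was the 1 alternative chosen only after the results were seen, and the tests of it in this part are of that kind. A count is called moved, and listed, when it lies more than 1.5 times above or below the edgeR count reported. Unless a cause is given, the cause of a change under an alternative was not tested. In simulated data the fit without a filter made 39 false calls of 110 in older pituitary and 56 of 179 in older hypothalamus, against 6 of 61 and 10 of 124 with the filter, so larger counts without it hold more false ones there.

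Zeb1 and Lhb against WT kept their direction and their side of the threshold under every alternative run and with any 1 library left out. In young pituitary Zeb1 ran from 0.48 to 0.56 in 200M and 0.40 to 0.45 in 200H, and in older pituitary from 0.46 to 0.56 and 0.27 to 0.34, over the alternatives other than leaving out a library. Lhb ran from −1.70 to −1.56 in young 200M, −0.99 to −0.76 in young 200H, −2.52 to −2.14 in older 200M and −1.08 to −0.90 in older 200H. Of the 4 Zeb1 tissue differences, pituitary minus ovary in the older cohort fell below the threshold with the length trend removed, at 0.61 (adjusted p = 0.0691, against 0.00406 to 0.0797 over its alternatives). With 1 library left out it fell below in 8 of 15 cases and ran from 0.67 (ovary 200M replicate 3) to 0.88 (ovary WT replicate 1).

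RLE size factors moved none of the 18 counts of changed genes. Without a filter the counts were, for 200M against 200H in pituitary, 130 in the young and 549 in the older cohort. In young hypothalamus they were 30 for 200M and 10 for 200H against WT and 13 for 200M against 200H, and in older hypothalamus 1079, 97 and 1325. In young ovary they were 845, 241 and 45 in the same order, and in older ovary 200H against WT had 1. A mean above 1 CPM in the control group gave 0 for 200M against WT in older hypothalamus, since Gh is then not tested, and moved no other count.

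With DESeq2 pituitary 200M against 200H had 44 and 125 genes in the young and older cohorts. Young hypothalamus had 0 for 200M against WT and 1 for 200H against WT, and older hypothalamus 619 for 200M against WT, 5 for 200H against WT and 637 for 200M against 200H. Young ovary had 76 for 200H against WT, and older ovary 1319 for 200M against WT, 21 for 200H against WT and 877 for 200M against 200H. With all 3 genotypes in one fit pituitary 200M against 200H had 12 and 11 genes, young hypothalamus 200H against WT 0, older hypothalamus 200M against WT 0, young ovary 200M against WT 109 and older ovary 200M against WT 815. Removal of the length trend moved 1 of the edgeR counts, to 38 for 200M against 200H in older pituitary.

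Replicate numbers were not shown to pair the animals, since correlations between residuals of equal numbers in different groups ran from −0.648 to 0.45 and no set had all of them above 0.1. With the number as a block the counts were 0 for 200M against 200H in young pituitary, 11 for 200M against WT in young hypothalamus, 2 for 200M against WT and 1 for 200M against 200H in older hypothalamus. In young ovary they were 150 for 200M against WT and 0 for 200H against WT, and in older ovary 101 for 200M against WT and 77 for 200M against 200H. The block takes up degrees of freedom, so a lower count under it does not show a weaker effect.

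With 1 library left out, the counts in young pituitary ran from 2904 (WT replicate u) to 3849 (200M replicate 4) for 200M against WT, from 1196 (WT replicate u) to 2259 (200H replicate 3) for 200H against WT, and from 0 (200M replicate 1) to 26 (200H replicate 3) for 200M against 200H. In older pituitary they ran from 1867 (200M replicate 3) to 3768 (WT replicate 4), from 1159 (WT replicate 2) to 1826 (WT replicate 4), and from 0 (200M replicate 2) to 407 (200H replicate 2), in the same order. In young hypothalamus they ran from 0 (WT replicate 1) to 10 (200M replicate 3), from 1 (WT replicate 1) to 8 (200H replicate 3), and from 0 to 2 (200M replicate 1). In older hypothalamus they ran from 1 to 265 (WT replicate 1), from 0 to 1 (200H replicate 3), and stayed at 0. In young ovary they ran from 112 (200M replicate 1) to 1214 (200M replicate 2), from 0 (WT replicate 1) to 9 (200H replicate 1), and stayed at 0. In older ovary they ran from 87 (WT replicate 2) to 599 (WT replicate 1), stayed at 0, and ran from 77 (200M replicate 1) to 357 (200M replicate 3).

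Genes that differ between cohorts depended most on the setting. In pituitary there were 2 with RLE size factors, 78 without a filter and 14 with DESeq2, and 1 to 12 with a library left out. In hypothalamus there were 239 without a filter, 4 with the block, 8 with the length trend removed and 345 with DESeq2, and 2 to 279 (older WT replicate 1) with a library left out. In ovary there were 123 without a filter, 0 with the block and 356 with DESeq2, and 1 to 252 (older 200M replicate 2) with a library left out.

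The slope of 200M on 200H was 0.871 in the young and 0.874 in the older cohort with WT libraries not shared, where each side also has fewer WT libraries. Among called genes alone it was 1.15 in the young cohort. With a library left out it ran from 1.03 (200H replicate 2) to 1.10 (200M replicate 4) and from 1.00 (200H replicate 2) to 1.12 (WT replicate 4). The correlation between cohorts was 0.828 with a mean of at least 10 counts, 0.968 among genes called in both cohorts, and 0.856 (young WT replicate u) to 0.874 (young 200M replicate 2) with a library left out.

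For the gene lists 14 sizes were tested under each setting. All kept their direction and side of the threshold under fry, RLE size factors, both other filters, the length trend removed and any 1 library left out. With the replicate block the mesenchymal list in the young cohort fell below the threshold, at 0.15 (adjusted p = 0.119, against 3.2e-05 to 0.119 over its alternatives). A site-free control matched on expression too kept the direction and side of the threshold of all 4 site differences. Site genes of any 7mer or 8mer kind kept them too and gave smaller differences of 0.05 and 0.09 for miR-200b and 0.03 and 0.07 for miR-200a.

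The 111 other comparisons of a named gene had 1603 values under the alternatives. Of these 1452 kept direction and side of the threshold, 52 fell below it, 45 passed it and 54 changed direction, 42 of them with a library left out. The changes of direction all concern values that were not past the threshold to begin with. Zeb2 in young 200H was 0.0053 without a filter and 0.0074 with a mean above 1 CPM. Gh was −0.024 in young 200M with the block, −0.016 without a filter and −0.011 with the block in older 200M, and 0.067 in older 200H with the length trend removed. Pomc in young 200M was −0.0019 with RLE size factors, −0.31 with the block and −0.0085 with all genotypes in one fit, and in young 200H it was 0.014 with the length trend removed. Among the 54 values that changed direction, the block value of −0.31 was the 1 that passed the threshold. Rest in older 200M was 0.0023 with a mean above 1 CPM, and Lhcgr in older 200H was 0.058 with the length trend removed.

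With a library left out, those that changed direction had these ranges. In 200M pituitary Cdh1 ran from −0.092 to 0.0068 in the older and from −0.030 to 0.17 in the young cohort, Fshb from −0.34 to 0.11 in the young, Gh from −0.15 to 0.14 in the older, Pomc from −0.12 to 0.14 in the young, and Rest from −0.030 to 0.028 in the older and −0.14 to 0.0089 in the young cohort. In 200H pituitary Cdh1 ran from −0.055 to 0.16, Pomc from −0.19 to 0.064 and Zeb2 from −0.075 to 0.056 in the young cohort, and Fshb from −0.33 to 0.30, Gh from −0.13 to 0.043, Rest from −0.19 to 0.10 and Vim from −0.075 to 0.15 in the older. In ovary Lhcgr ran from −0.60 to 0.0080 in older 200M and from −0.45 to 0.013 in young 200M. In older 200H ovary Lhcgr ran from −0.29 to 0.21, Cyp11a1 from −0.47 to 0.023, Runx2 from −0.37 to 0.25 and Sfrp4 from −0.12 to 0.38.

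Depth limits the host transcript Gm15884, which had 2 to 8 counts in each older 200H pituitary library, and the older pituitary and young hypothalamus, whose smallest libraries hold 4.53e6 and 3.32e6 counts. The tests of CAGGTR motifs in promoters were not run.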

Other observations

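Of the tests in this part, those of the luteal list in young 200H, of trends with transcript length, of Pomc and of the lactotrope genes were chosen only after the results were seen. The splits, the position of genes near Zeb1, and the tests of dissection, of vascular cells and of luteal cells in 200M were planned.

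Each pair of groups can be split in 35 ways into groups of the same sizes. For 200M against WT 1 of the 35 splits, the real one, gave as many genes in young pituitary, older pituitary, young ovary and older ovary, and the largest other count was 158, 883, 92 and 10. For 200H against WT it was also 1 of 35 in young pituitary, older pituitary and young ovary, with 39, 1 and 0 as the largest other count, although the young ovary count is a single gene. In older ovary 1 of 35 splits gave as many genes between 200M and 200H, the next having 15. Between 200M and 200H in pituitary, 2 of 35 splits in the young and 3 of 35 in the older cohort gave as many genes, so these counts do not stand apart from other groupings. The largest other count in the older cohort, 335, came when 200H replicate 2 was placed with the 200M libraries. In young hypothalamus 2 of 35 splits gave as many genes for 200M against WT and 5 of 35 for 200H against WT, and in older hypothalamus 5 of 35 did for 200M against WT. Where edgeR called 0 genes, all 35 splits give as many by definition. These were 200M against 200H in young hypothalamus, older hypothalamus and young ovary, and 200H against WT in older hypothalamus and older ovary, with 682, 3144, 648, 445 and 1160 genes at an unadjusted p under 0.05 and 0, 637, 0, 5 and 21 by DESeq2.

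In older hypothalamus 1 split that ignores genotype gave 894 genes between WT and 200H libraries. It parts WT replicates 1 and 2 and 200H replicates 1 and 2 from the other 4. Spearman correlations of each library's deviation with transcript length were −0.217, −0.0173, −0.176 and −0.375 in the first 4 and 0.0471, 0.221, 0.33 and 0.226 in the others. The labels give no batch, and the cause of this split was not tested. In the older 200M libraries the same correlations were −0.343, −0.63 and −0.473, which is the side on which 200M differs. Of the 619 genes DESeq2 called there between 200M and WT, 567 were lost with the length trend removed and 52 stayed, so a length trend may account for most of these calls and not for the whole of them. Between 200M and 200H the DESeq2 count went from 637 to 119, of which 80 are shared. What produced the trend was not tested, and an effect of genotype that follows length stays open. In young hypothalamus the log2 fold changes of 200M followed GC content, with a Spearman correlation of 0.37, and that trend was not removed in any alternative.

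Of the 26 hypothalamus genes whose 200M effect differed between cohorts, 18 were lost with the length trend removed and 8 stayed. A length trend may therefore lie behind most of this count. Those that stayed were Prl, Gh, Gm44675 with 5.02, Cmip with −0.75, Trpc5 with −1.08, Xkr4 with −0.93, Hipk2 with −1.25 and Pcdhga5 with −0.77, all named after their values were seen.

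The ribosomal protein genes, which are short, could have fallen in 200M pituitary through a trend with length, since the log2 fold changes there rose with length (Spearman correlation 0.13 in the young and 0.247 in the older cohort). With the trend removed the list still had medians of −0.21 and −0.27, which argues against length as the whole cause and leaves it as part of it. A change in the mix of cells was not tested for it.

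Sequence of the donor strain left around the edited locus would touch genes near Zeb1 in each tissue. In each cohort 0 genes were called by edgeR in 200M against WT in all 3 tissues, where hypothalamus had at most 3 called genes, so this count decides little. Within 10 Mb of Zeb1 5 of 74 tested genes were called in young ovary (6.76%, against 2.57% elsewhere, Fisher exact p = 0.0424) and 2 of 67 in older ovary (2.99% against 2.71%, Fisher exact p = 0.704). In pituitary 13 of 64 were called in the young cohort (Fisher exact p = 1) and 7 of 47 in the older one (Fisher exact p = 0.372). These p-values were not adjusted. The young ovary genes were Ttc39c with −0.66, Jcad with 0.24, Colec12 with −0.56, Cables1 with 0.70 and Gm49968 with 0.75. In young pituitary Colec12, Cables1 and Gm49968 had 0.41, −0.73 and −1.33, the opposite direction. Called in the same direction in both cohorts were Ttc39c in ovary, with −1.52 in the older, and in pituitary Impact with 0.67 and 0.66, Greb1l with 0.46 and 0.50, Osbpl1a with 0.50 and 0.51 and Usp14 with 0.32 and 0.49. Impact and Greb1l were also called in 200H in both. All are named after their values were seen. Remaining donor sequence may touch single genes here, and gene counts cannot settle it.

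Neuronal genes rose in 200M pituitary. Hypothalamic tissue carried along would also raise genes of hypothalamic cell bodies. From the levels in WT hypothalamus, the neuronal list would need a median share of 7.28% hypothalamic RNA in the young and 7.15% in the older cohort (53 and 59 genes), whereas the cell body list allows 0.0165% and 0.000374% (7 and 9 genes). The largest share for a single cell body gene was 0.19% and 2.15%. This argues against hypothalamic tissue. The posterior lobe stays open. For neuronal genes the study proposes the anterior lobe, from intron reads. The 8 pituicyte genes had medians of 0.33 (7 raised, camera adjusted p = 0.00513) and 0.52 (8 raised, adjusted p = 0.00198). Slc1a2 went from 78.37 to 157.9 in the young and from 33.61 to 73.51 CPM in the older cohort. Other cells express some of these, so a larger share of posterior lobe cannot be told apart from a rise within cells. The 3 tested axonal mRNAs had medians of 0.16 and 0.60.

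For the mesenchymal list a larger share of vascular and stromal cells was examined. Of 11 vascular and stromal genes 5 are in the mesenchymal list too. The other 6 had medians of 0.18 in the young cohort (6 raised, camera adjusted p = 0.0518, fry adjusted p = 0.00267) and 0.11 in the older one (4 raised, camera adjusted p = 0.552, fry adjusted p = 0.394). Rgs5 went from 203.1 to 288.8 CPM in the young and from 171.7 to 191.7 CPM in the older cohort, and Plvap from 57.63 to 57.88 and from 140.3 to 137.5 CPM. Without the vascular genes the mesenchymal list had 0.27 and 0.25. A share of such cells cannot be told apart from a rise within cells, as the 6 genes are few and the methods differ.

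In older 200M pituitary Pomc rose, and so did the list of corticotropes and melanotropes without it, with a median of 0.71 (5 of 5 raised, camera adjusted p = 0.00762, fry adjusted p = 0.0248). Oacyl went from 224.8 to 387.1 CPM and Pcsk2 from 238.2 to 424.1 CPM. Against 200H the median was 0.52 (camera adjusted p = 0.000607, fry adjusted p = 0.201), and in older 200H against WT it was −0.08. In young 200M and 200H the list without Pomc also rose, by 0.36 and 0.33 (fry adjusted p = 0.027 and 0.0264), where Pomc itself did not pass the threshold, so the rise of the list is not confined to older 200M. The older values are consistent with a larger share of intermediate and posterior lobe in the older 200M libraries. More melanotropes or a rise within them would give the same, and neither was tested.

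Prl fell in 200M pituitary, and fewer lactotropes are a candidate explanation. The 3 tested lactotrope genes other than Prl had medians of −0.50 (3 lowered, camera adjusted p = 0.000538) in the young and −0.28 (2 lowered, camera adjusted p = 0.164, fry adjusted p = 0.0248) in the older cohort. With 3 genes, fewer lactotropes cannot be told apart from a fall within them.

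In 200M ovary the luteal list fell, with medians of −0.61 and −1.38. The oocyte list did not fall, with 0.38 and 0.36 and 9 of 9 genes raised in each cohort. The follicle list (granulosa and theca cells) had 0.07 in the young and −0.47 in the older cohort, where camera gave an adjusted p of 0.0828 for its 6 genes outside the luteal list and fry 0.264. Without the luteal genes its median was 0.15 and −0.47. Akr1c18, named after its value was seen, was at 4.031 CPM in older 200M against 1819 CPM in WT. The study counted fewer corpora lutea in homozygotes of both cohorts, so fewer luteal cells may explain this. A fall within luteal cells or the exact stage stays open. In young 200H the list had −0.58 against WT (19 of 20 lowered, fry adjusted p = 0.00187) although edgeR called 1 gene in that comparison. Against 200H the young 200M median was −0.125 (camera adjusted p = 0.056, fry adjusted p = 0.665). Young WT ovaries with more luteal tissue may explain both. This cannot be told apart from an effect of 1 knock-in allele, since WT is common to both. In the older cohort 200H against WT had −0.06 and 200M against 200H −1.25 (fry adjusted p = 0.00112).

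The medians of the remaining lists in 200M against WT were, in young and older pituitary, 0.14 and 0.21 for gonadotropes, 0.07 and −0.03 for somatotropes, −0.93 and −0.59 for lactotropes with Prl, 0.31 and 0.75 for corticotropes and melanotropes with Pomc, 0.48 and 0.42 for thyrotropes, −0.82 and 0.07 for hypothalamic cell bodies, 0.09 and 0.11 for stem and folliculostellate cells, 0.21 and 0.17 for vascular and stromal cells, and 0.18 and 0.91 for blood. The gonadotrope means were −0.16 and −0.13, opposite in sign to the medians, as Lhb falls far. In older hypothalamus the 5 tested blood genes had a median of 1.32, all 5 raised and 0 called by edgeR over all genes, while 5 passed when adjusted over the list alone. In young and older ovary oviduct epithelium had −0.24 and 1.67 and adipocytes −0.56 and 1.71, with 0 of their genes called in either cohort by edgeR. Other tissue carried along was not tested for these. Immediate early genes had −1.75 and −1.67 in pituitary, with 12 of 13 and 12 of 14 lowered, and −0.28 and −0.72 in ovary. In pituitary 7 were called lowered in the young cohort, and in the older 1 was called lowered and 1 raised, while 9 and 0 passed when adjusted over the list alone. No explanation was tested for them.

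Older ovary WT replicate 1 had Prl at 24.2 CPM and Gh at 13.7 CPM, whereas all older 200H and 200M ovaries had 0 CPM of each. These values were looked up after the results were seen and not tested.

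Between young 200M and 200H pituitary edgeR called 7 genes. That is lower than the value quoted from the study above. For young 200M and 200H hypothalamus edgeR called 3 genes each. Both are higher than the values quoted from the study above. In older 200M hypothalamus edgeR called 1 gene and DESeq2 619. The first is lower and the second higher than the value quoted from the study above. In older 200H hypothalamus edgeR called 0 genes, with 445 at an unadjusted p under 0.05 and 5 by DESeq2. The edgeR count is lower than the value quoted from the study above. In older 200M ovary edgeR called 482 genes, in young 200H ovary 1 and in older 200H ovary 0, with 1160 at an unadjusted p under 0.05 in the last and 1319, 76 and 21 by DESeq2. All 3 edgeR counts are lower than the values quoted from the study above.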
